A study of Brassica rapa subsp. pekinensis with 6 samples. Its data were reported in "Whole-transcriptome sequencing reveals a vernalization-related ceRNA regulatory network in chinese cabbage (Brassica campestris L. ssp. pekinensis)" (2021).

How the data were processed

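Small RNA was sequenced from germinated Chinese cabbage (Brassica rapa) seeds in 6 libraries. Per the labels, the 3 Nor libraries came from seeds that were held at room temperature for 48 h, and the 3 Ver libraries came from seeds that were vernalized, that is, held in the cold at 4 °C for 25 days. Each library was one biological replicate with a number in its label. Groups and replicate numbers were taken from the labels only.

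The authors deposited 1 table for the whole series. According to the methods of the study and the header of the table, reads with adapters or of low complexity, reads outside the length range kept, and reads of common RNA families (rRNA, tRNA, small nuclear and small nucleolar RNA) or repeats were removed. The remaining unique sequences were matched by BLAST to precursors in miRBase and to the B. rapa v3.0 genome. A name with the species prefix of another plant came from a miRBase match to that species. The suffixes L and R gave bases lost or gained at the 5′ or 3′ end relative to the known miRNA, and ss gave substitutions. The suffixes p5 and p3 marked an arm that miRBase did not hold, and the prefix PC marked a miRNA predicted from a genome hairpin. The version of BLAST and its settings were not stated. The mature sequences in the table were 18 to 25 nt long.

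The deposited raw values are estimated counts, since many are not whole numbers. The authors appear to have divided reads over the rows that listed a sequence, and in part over other sequences as well, by a rule that was not stated. Of the 937 nonzero values of sequences listed on 2 rows, 47.6% were whole as listed and 96.8% after doubling. Of the values of sequences on 1 row, 86.6% were whole as listed and 98.5% after doubling, which division over rows does not explain. On 3 or more rows, 62% were whole after multiplying by the number of rows. The raw values were therefore rounded to whole numbers before any count model was fitted. Of the 2407 nonzero values of sequences listed on 1 row, none was exactly 1 or 2 reads, 145 were under 5 (down to 1.67) and 233 were exactly 5. This pattern would follow from a minimum of 5 reads that was applied before reads were divided, so a listed 0 was taken to stand for up to 5 reads. A fold against a group whose libraries were all at 5 reads or fewer was therefore computed against 5 reads per library and is a lower bound. The deposited normalized values are a signal that the authors obtained by multiplying the raw value by 1 factor per library (0.606, 0.839 and 0.808 for Nor 1 to 3, and 0.847, 1.097 and 1.222 for Ver 1 to 3). How these factors were chosen was not stated. No value column of the table belonged to another sample.

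The 1159 rows held 952 names and 889 distinct mature sequences. There were 53 sequences with 2 or more names, and all names of a sequence carried identical values, so they are not separate measurements. Tests were run per name with the value as listed, and library sizes, shares and family sums used all rows. The total over all rows was 968483, 751398 and 749852 reads in Nor 1 to 3, and 771529, 589061 and 599329 reads in Ver 1 to 3. These totals cover miRNA reads only and are not the sequencing depth, which was not analysed here. The factors of the authors and the DESeq2 size factors served as alternatives to these totals. The factors of the authors do not make these totals equal, since the normalized totals over all rows ranged from 587087 (Nor 1) to 732597 (Ver 3). This argues against a plain scaling to these totals. What else the factors rest on is not known. Shares of single libraries are given with 95% Wilson intervals. These intervals cover counting error only, because reads without molecular identifiers are not independent molecules.

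The single comparison was Ver against Nor. It was fitted with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 with TMM factors (0.923 to 1.044), the default low-count filter of edgeR and group as the only term. Of the 935 names with reads, 418 passed the filter and 517 did not. Benjamini-Hochberg adjustment was over the names tested, and an adjusted p under 0.05 was called. The biological coefficient of variation was 0.112. The thresholds stated by the study for its differentially expressed miRNAs (DEmiRNAs), an absolute log2 fold change over 1 with an unadjusted p of at most 0.05, were applied to the same fit. Standard errors were derived from the log2 fold change and its F statistic. Expression is given as RPM, the reads per 1e6 reads of the TMM-scaled library total. Counts of 26 conserved families were summed over all rows whose name held the family number and tested in the same way, with dispersion shared over only the 26 sums, so their adjusted p are far smaller than those of single miRNAs. Length classes were tested as sets with camera in limma 3.58.1 on log2 RPM (prior count 0.5, preset correlation 0.01), with fry and an estimated correlation beside it. Shares were compared by a two-sided exact permutation test, which cannot go below 0.1 with 3 libraries per group.

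The miRNAs named in the text follow a rule set before the data were examined. They are, first, the 6 largest rises and the 6 largest falls. These needed an adjusted p under 0.05, a mean of at least 50 reads and group ranges that did not overlap. The rule also takes the 5 most abundant names by the value as listed, and at most 8 families by smallest p. The last part is a list fixed from the quantitative PCR and network parts of the study. Its full names were filled in once the table had been read. Names outside this rule are stated to be so. The design, the tests of the report and their alternatives were also set before the data were examined, except for 4 alternatives that are marked where they appear. The tests of the last part of the closing section were all chosen later.

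The counts of changed miRNAs, the named miRNAs and the list were recomputed with DESeq2 size factors, with library totals only, with the factors of the authors, with DESeq2 1.42.0, with the replicate number as a block, with other count filters, with rows of the same sequence merged, and with limma on log2 of the normalized value plus 1 or plus 0.1. Families were recomputed with the 3 scalings, DESeq2, the block and other choices of members. Length sets were recomputed with library totals only, the block, no filter and the 2 other set tests. Shares and group-specific counts were recomputed with other ways of counting. All of these were also recomputed without each library in turn. The fits were tested on simulated data for 418 miRNAs, of which 200 were changed by a log2 value of 2. The edgeR test recovered 96% of these with 3% false calls, and it made 0 calls when nothing was changed. DESeq2 recovered 92% and limma recovered 94.5%. The simulated set with a shift had an adjusted p of 1.97e-24 in camera, and a random set had 0.123. There no miRNA outside the shifted set was changed, and the miRNAs were drawn independently. These values therefore do not show the power of the set test in the real data.

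Coordinates are those of the precursor as the table gives them, on B. rapa v3.0, and include both ends, because the length of the precursor equalled end minus start plus 1 in 1129 of 1129 rows with coordinates. A gene annotation of that build was not used here, so the genes, exons or introns around a precursor are not given. Target genes and the other RNA classes of the study were not analysed here.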

Results

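Small RNA libraries of germinated Chinese cabbage seeds were compared to ask which miRNAs differ between non-vernalized (Nor) and vernalized (Ver) seeds. There were 3 libraries in each group. The number of miRNA reads per library ranged from 749852 to 968483 in Nor and from 589061 to 771529 in Ver. Of the 952 listed names, 935 had reads in at least 1 library. A total of 557 listed names were matched to miRBase, and the others were predicted from genome hairpins. Nor 1, Nor 2 and Nor 3 contained 746, 659 and 681 detected names. Ver 1, Ver 2 and Ver 3 contained 576, 567 and 545. Across the 418 miRNAs that passed the count filter, Pearson's r of log2 RPM was 0.942 to 0.976 between libraries of one group and 0.768 to 0.8 between libraries of different groups. These values are across miRNAs, which are not independent replicates. No 2 replicates agreed within counting error, since the chi-square statistic per degree of freedom between replicates ranged from 3.01 to 11.74. This comparison covers counting error only, and reads without molecular identifiers are not independent molecules. A departure was therefore likely in advance for biological replicates, and it does not measure how well they agree.

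The composition of the libraries was compared first. Mature sequences of 21 nt held 76.5% ± 1.12 of the reads in Nor and 81.5% ± 0.372 in Ver (SD, n = 3 each). The share of 18-nt sequences was 6.07% ± 1.04 in Nor and 1.37% ± 0.174 in Ver (SD, n = 3 each). Among single libraries the lowest Nor share of 18-nt sequences was 5.23% (95% Wilson interval 5.18 to 5.27) and the highest Ver share was 1.57% (95% Wilson interval 1.54 to 1.60). For 24-nt sequences the share was 1.45% ± 0.0757 in Nor and 1.22% ± 0.153 in Ver (SD, n = 3 each), and the libraries of the groups overlapped. All other lengths together held 16.0% ± 0.204 and 15.9% ± 0.227 (SD, n = 3 each). The two-sided exact permutation p was 0.1 for 18 nt and for 21 nt, which is the smallest p that 3 against 3 libraries can give. It was 0.2 for 24 nt and 1 for the other lengths. After Benjamini-Hochberg adjustment over the 4 classes no share reached 0.05, which the design does not allow. The 21-nt difference of 4.96 percentage points dropped to 1.13 when 18-nt sequences ending in CCA were left out, an alternative that was added after the data were seen. In the same alternative the 24-nt difference went from -0.228 to -0.305. Every Nor library was then above every Ver library (two-sided exact permutation p = 0.1, the smallest possible). The groups were also fully apart there for 21 nt, with Ver higher, and for other lengths, with Nor higher (difference -0.850). The two-sided exact permutation p was 0.1 for each of these as well. When each detected sequence was counted once instead of its reads, the 18-nt difference went from -4.70 to -0.0561 percentage points.

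**Figure D1:**
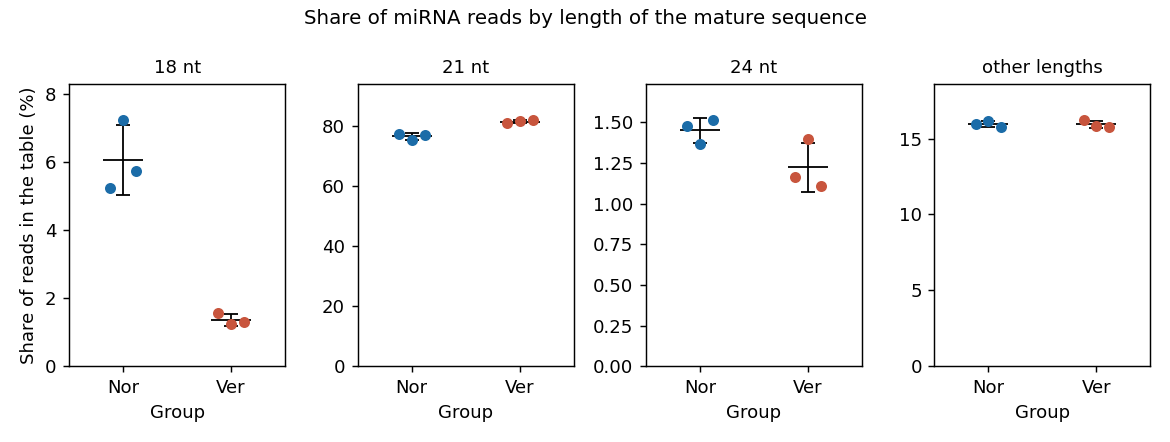
Share of the miRNA reads of each library (y axis, percent) held by mature sequences of 18 nt, 21 nt, 24 nt and other lengths, with 1 point per library, the group mean as a horizontal line and the SD as a bar. The 3 Nor libraries lie above the 3 Ver libraries for 18 nt (6.07% against 1.37% on average) and below them for 21 nt, and the groups overlap for 24 nt and other lengths.

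Over all libraries the most abundant sequence in the table was bra-miR158-3p. It held 27.2% ± 0.595 of the reads in Nor and 16.3% ± 0.168 in Ver (SD, n = 3 each, two-sided exact permutation p = 0.1, the smallest possible). In Ver 1 and Ver 3 the sequence of ath-miR166a-3p (named outside the rule), summed over its 7 rows, had more reads than bra-miR158-3p. The 10 most abundant sequences together held 69.5% ± 0.313 and 70.5% ± 0.681 (SD, n = 3 each), so the fall of bra-miR158-3p was not shared by the group of 10.

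Group-specific miRNAs were then counted. There were 226 names with reads in Nor libraries only, 93 in Ver libraries only and 616 in both groups. The median of the highest count of a group-specific name was 7 reads in both sets. Only 60 of the Nor-specific and 22 of the Ver-specific names had reads in all 3 libraries of their group. Of all group-specific names 70.8% were specific to Nor. A further alternative was added after the data were seen, in which every library had to reach the level that 5 reads give in the smallest library (8.49 RPM). At that level 124 names were specific to Ver, and the part specific to Nor was 56.6%. These counts had no test.

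A total of 279 miRNAs differed between Ver and Nor at an adjusted p under 0.05 (edgeR quasi-likelihood test, Benjamini-Hochberg), of which 133 were upregulated in Ver (47.7%) and 146 were downregulated. These names stood for 245 distinct mature sequences and 240 distinct sets of read counts, since 6 overlapping sequences of gma-MIR6300-p5 carried identical values. The balance of the directions depends on the scaling, with 125 of 293 higher when library totals only were used. At the thresholds of the study (absolute log2 fold change over 1 and unadjusted p of at most 0.05) there were 198 DEmiRNAs, of which 90 were upregulated and 108 were downregulated (78 and 117 with library totals only). The largest adjusted p among these was 0.0699. In 29 of the 279 one group was at 5 reads or fewer in every library, with 21 lower and 8 higher in Ver, and the fitted fold change of these is no bound. Among the others, log2 fold changes ranged from -4.30 to 4.26. The alternative that moved the first count most was to require a log2 fold change over 1 as well, which gave 191. The median log2 fold change of all tested miRNAs was -0.16 with TMM factors and -0.27 with library totals only, a shift of -0.11 that applies to every fold change below.

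**Figure D2:**
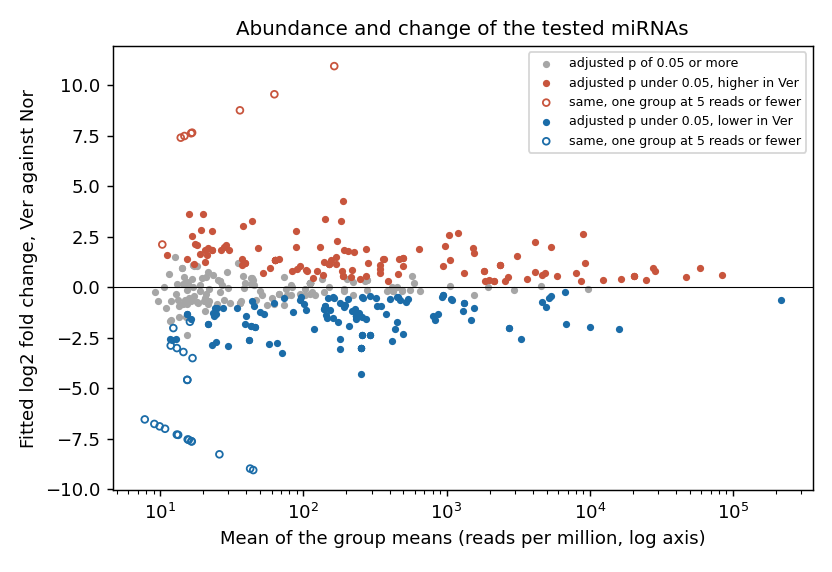
Fitted log2 fold change of Ver against Nor (y axis) over the mean abundance (x axis, RPM, log axis) for the 418 tested miRNAs, with 1 point per name. Open circles mark miRNAs with one group at 5 reads or fewer, for which the fitted value is not a bound. The 133 higher and 146 lower miRNAs are spread over the whole range of abundance.

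Among the 6 largest rises, PC-3p-19661_302 (TTGTTCACAATTGCATAGTCC, precursor on A02, 22818301 to 22818425, minus strand) had 0 reads in the 3 Nor libraries and 352, 288 and 347 RPM in Ver 1 to 3. Its expression was 329 ± 35.3 RPM in Ver (SD, n = 3) and at least 55.5-fold higher than the level of 5 reads in Nor. The expression of bna-miR6029_1ss4GT (A05, 24975588 to 24975700, plus strand) was 18.1 ± 5.78 RPM in Nor and 358 ± 42.9 RPM in Ver (SD, n = 3 each), with a log2 fold change of 4.26 (SE 0.200, edgeR adjusted p = 1.140e-07). That of bra-miR9556-5p_R-2_1ss12AT (A07, 25227672 to 25227761, minus strand) rose from 25.4 ± 13.7 to 258 ± 40.0 RPM (SD, n = 3 each), with a log2 fold change of 3.38 (SE 0.283, edgeR adjusted p = 4.459e-06). For bra-miR391-5p (A10, 13515597 to 13515700, plus strand) the means were 35.1 ± 1.93 and 334 ± 32.6 RPM (SD, n = 3 each) and the log2 fold change was 3.25 (SE 0.140, edgeR adjusted p = 7.238e-08). The log2 fold change was 2.78 (SE 0.331) for PC-3p-18308_329 (A02, 30483816 to 30483948, minus strand) and 2.67 (SE 0.104) for bra-miR398-5p_R-2 (A03, 2784121 to 2784244, plus strand). In each of these 6 miRNAs every Ver library was above every Nor library, which was part of the rule by which they were chosen.

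The largest fall was that of bna-miR2111b-3p (A03, 212679 to 212785, plus strand), from 480 ± 25.1 RPM in Nor to 23.5 ± 7.92 RPM in Ver (SD, n = 3 each). Its log2 fold change was -4.30 (SE 0.175, edgeR adjusted p = 5.086e-08). The related bra-miR2111b-3p (A02, 260914 to 261026, plus strand) went from 130 ± 3.18 to 13.5 ± 3.33 RPM (SD, n = 3 each), with a log2 fold change of -3.27 (SE 0.227, edgeR adjusted p = 1.164e-06). These 2 miR2111 sequences differ from each other by 1 base. The sequence ath-miR169b-5p_R+1 (A02, 29085208 to 29085360, minus strand) fell from 325 ± 26.9 to 38.1 ± 5.71 RPM (SD, n = 3 each), with a log2 fold change of -3.07 (SE 0.149, edgeR adjusted p = 1.394e-07). The other 3 of the 6 largest falls were ath-MIR169h-p3, aly-miR169h-3p and cas-miR169g-3p. They are 3 of the 5 names of one sequence, GGCAGTCTCCTTGGCTATT, whose reads were divided over 5 rows. The listed expression of each was 452 ± 79.5 RPM in Nor and 55.9 ± 8.33 RPM in Ver (SD, n = 3 each), with a log2 fold change of -3.004 (SE 0.175, edgeR adjusted p = 3.391e-07). The other 2 names of this sequence tied with them.

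The 5 most abundant names, ranked by the value listed on 1 row, differed by less. A ranking with rows summed would differ. The sequence of ath-miR166a-3p (outside the naming rule) was listed on 7 rows with 17019 reads each in Nor 1. The expression of bra-miR158-3p (A08, 3341681 to 3341787, plus strand) went from 261250 ± 4808 to 169350 ± 7404 RPM (SD, n = 3 each), with a log2 fold change of -0.63 (SE 0.039, edgeR adjusted p = 5.096e-07). The 4 others were higher in Ver. Their log2 fold changes were 0.96 (SE 0.048) for bra-miR824 (A03, 26814851 to 26815482, plus strand), 0.81 (SE 0.059) for bra-miR390-5p (A04, 19206806 to 19206910, plus strand), 0.61 (SE 0.057) for bra-MIR1885b-p3 (A06, 28158689 to 28159043, plus strand) and 0.50 (SE 0.038) for bra-miR159a (A07, 21272087 to 21272271, plus strand). The largest edgeR adjusted p among these 4 was 9.688e-06, for bra-MIR1885b-p3. All 5 kept their direction with each scaling of the libraries that was tried.

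Reads were also summed over 26 conserved families to see whether related sequences moved together. In total 25 families changed at an adjusted p under 0.05, of which 15 were higher and 10 were lower in Ver. The sum for miR399 was not called (log2 fold change 0.26, SE 0.360, edgeR adjusted p = 0.481). It held only 1 sequence, cme-MIR399c-p3_2ss9AC18AC (outside the naming rule), with substitutions and from an arm that miRBase did not hold. Its mean was 28.8 RPM in Nor and 33.8 RPM in Ver, so this value does not show whether miR399 changed. The alternatives gave 23 to 25 families. No family changed direction between the 4 scalings of the libraries, but the family of miR156 and miR157 (log2 fold change -0.13, edgeR adjusted p = 0.0123) was no longer past the threshold in at least 1 of them, with an edgeR adjusted p of up to 0.423. The 8 families with the smallest p were miR396, miR394, miR398, miR390 with miR391, miR824, miR168, miR169 and miR160. The miR396 family rose from 3955 ± 98.9 to 16407 ± 87.5 RPM (SD, n = 3 each), with a log2 fold change of 2.05 (SE 0.058, edgeR adjusted p = 3.133e-58). The miR398 family rose from 566 ± 20.6 RPM in Nor (SD, n = 3) to 2883, 2268 and 2695 RPM in Ver 1 to 3, with a log2 fold change of 2.21 (SE 0.078, edgeR adjusted p = 1.588e-49). The miR394 family fell from 13180 ± 324 to 3352 ± 207 RPM (SD, n = 3 each), with a log2 fold change of -1.97 (SE 0.060, edgeR adjusted p = 6.689e-56), and 99.2% of its reads came from bna-miR394a. The remaining members of this family, summed without bna-miR394a, were higher in Ver (log2 fold change 0.62, edgeR adjusted p = 0.0284). The log2 fold changes of miR390 with miR391, miR824 and miR168 were 0.97, 0.93 and 1.05. Those of miR169 and miR160 were -1.02 and -0.97. The size of several family changes depended on the members that were summed, as described in the closing section. Without Nor 3 the edgeR adjusted p of the 8 families ranged from 7.728e-12 (miR396) to 2.468e-08 (miR824). The far smaller values above therefore depend on the libraries used.

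**Figure D3:**
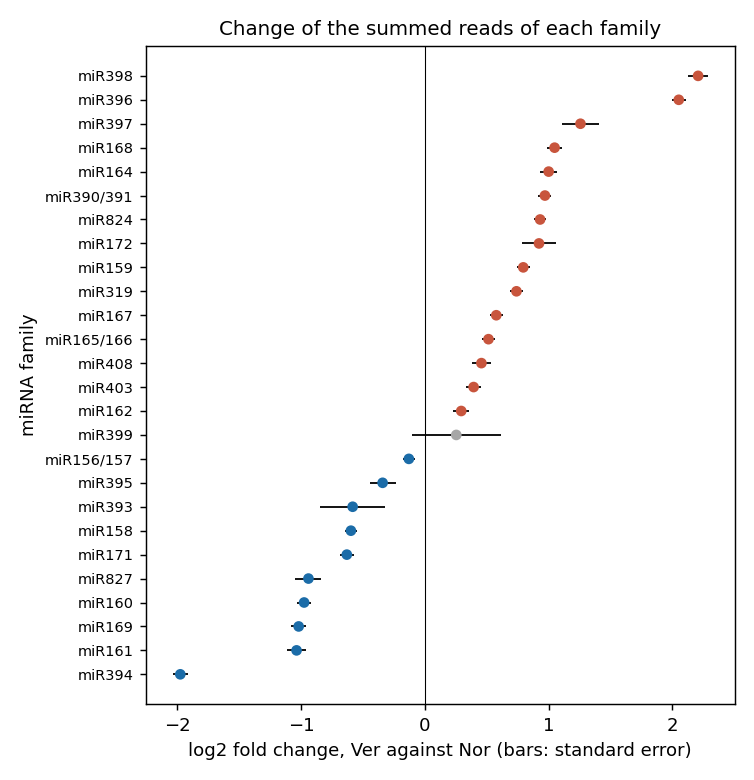
Log2 fold change of Ver against Nor (x axis) for the summed reads of each of 26 conserved miRNA families (y axis), with the standard error as a bar. Points right of 0 are the 15 families called higher in Ver and miR399 (gray, not called), and points left of 0 are the 10 called lower, from miR398 at 2.21 to miR394 at -1.97. No family lies on the other side of 0 under the other scalings of the libraries, although the family of miR156 and miR157 is not past the threshold under all of them.

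The list fixed from the quantitative PCR and network parts of the study resolved to 17 names, or 16 sequences, in the table. miR169, miR5139 and osa-miR2931-p3 are not named in full there, and the names taken for them (3, 1 and 3) were chosen after the table had been read. The filter kept 14 of them, and all 14 had an adjusted p under 0.05 over all miRNAs tested and also adjusted over the list alone. The study chose this list on these samples, so it is not independent evidence. There were 6 members higher and 8 lower in Ver. These counts depend on the names taken. With every name of miR169 and miR5139, an alternative added after the data were seen, 37 of 41 tested names changed, with 8 higher and 29 lower. The highest abundance was that of aly-MIR159a-p3_1ss12CT (A07, 26112983 to 26113196, minus strand), which rose from 2529 ± 58.9 to 15351 ± 897 RPM (SD, n = 3 each), with a log2 fold change of 2.60 (SE 0.061, edgeR adjusted p = 3.261e-09). The shorter ath-MIR159a-p3_1ss11CT had a log2 fold change of 1.33 (SE 0.129). The expression of ath-miR396a-5p (A09, 5580110 to 5580262, plus strand) rose from 1466 ± 38.8 to 6767 ± 73.6 RPM (SD, n = 3 each), with a log2 fold change of 2.21 (SE 0.056, edgeR adjusted p = 3.358e-09). It differs from bra-miR396-5p_R-1 (log2 fold change 1.67, SE 0.067) by an added end, so reads of the 2 names are closely related. In bna-MIR156b-p3 the counts were 7, 5 and 0 reads in Nor and 15, 25 and 22 reads in Ver, with a log2 fold change of 2.83 (SE 0.671, edgeR adjusted p = 0.00438). Among named miRNAs that an alternative tested, only bna-MIR156b-p3 lost its call, with an adjusted p of 0.0526 in limma on log2 of the normalized value plus 0.1. Its adjusted p ranged from 5.875e-04 to 0.0526 over the alternatives that tested it. The filter of at least 10 counts in every sample removed it, the 2 osa-MIR2931-p3 names called here, bna-miR2111b-3p, bra-miR2111b-3p and PC-3p-19661_302. These names therefore had no call under that filter.

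Lower members of the list were aly-miR169h-3p and cas-miR169g-3p, described above, and aly-miR169m-3p_1ss9TC with a log2 fold change of -1.43 (SE 0.119). The names cas-miR5139_L-1, bdi-miR5054_1ss8GA and osa-miR5072_L-4_1ss13GA had log2 fold changes of -2.38 (SE 0.122), -2.06 (SE 0.156) and -2.67 (SE 0.239). All 3 are 18 nt long and end in CCA, and the sequences of cas-miR5139_L-1 and osa-miR5072_L-4_1ss13GA were not mapped to the genome by the authors. The names osa-MIR2931-p3_2ss4TA19TC and osa-MIR2931-p3_2ss5TA18AT had 0 reads in all 3 Ver libraries. They were at least 6.42-fold and at least 3.31-fold lower in Ver than in Nor. The largest edgeR adjusted p among the lower members was 2.162e-04. The 3 names that the filter removed were osa-MIR2931-p3_1ss5TA, mtr-MIR2615a-p3_2ss8AC18GT and PC-5p-49728_80, with at most 10 reads in any library. Without the filter mtr-MIR2615a-p3_2ss8AC18GT was called as well (0 reads in the 3 Nor libraries and 10, 10 and 6 in Ver, edgeR adjusted p = 0.00724), and the other 2 were not (edgeR adjusted p = 0.145 and 0.177).

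Length classes were finally tested as sets. The median log2 fold change of the 193 tested 21-nt names was 0.13, against -0.32 for the remaining names, and that of the 54 tested 24-nt names was -0.79, against -0.02. In camera with a preset correlation the adjusted p was 0.0554 for both sets. It was 0.885 for 20 nt, 0.837 for 22 nt and 0.837 for predicted names, so 0 of the 5 sets were called, while 2 sets had an unadjusted p under 0.05 (0.0222 for 21 nt and 0.0198 for 24 nt). With fry the sets of 21 nt (adjusted p = 9.255e-04), 22 nt (adjusted p = 0.0270) and 24 nt (adjusted p = 0.00182) passed, and with an estimated correlation none did (adjusted p from 0.541 to 0.889). The 21-nt and 24-nt sets also passed when no filter on low counts was used, and in part when 1 library was left out, as described in the closing section.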

Values the study reported

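The study reported 935 miRNAs in total, with 226 found in Nor samples alone and 93 in Ver samples alone. It reported 233 DEmiRNAs, with 93 higher and 140 lower after vernalization.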

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

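The count of 279 miRNAs at an adjusted p under 0.05 stayed within 1.5 times its value under the 18 alternatives, from 191 to 293. It was 253 with DESeq2, which shared 252 of the calls, and 293 with library totals only, which shared 271. Without single libraries it ranged from 255 to 277. The count of 198 at the thresholds of the study ranged from 110 to 287, and from 199 to 206 without single libraries. It was 110 when at least 10 counts in every sample were required, a filter that removes miRNAs absent from one group. The highest value, 287, came without a filter on low counts. A two-sample t statistic on the normalized values of the authors gave 261, of which 180 were among the 198. Another 79 of them were outside the count filter, and in 58 of these 79 one group was listed at 0. The counts of 25 families (23 to 25) and of 14 list members (11 to 15) also stayed within 1.5 times, except that 37 list members changed when every name of miR169 and miR5139 was included, which adds names by construction.

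Of the 6 libraries, those with the same replicate number did not deviate together, with correlations of their deviations of 0.075, -0.095 and -0.003 for numbers 1 to 3. These values show no shared deviation, and whether a number marks seeds of one culture dish in both groups was not stated. With the replicate block 235 miRNAs had an adjusted p under 0.05, of which 234 were among the 279, and 176 passed the thresholds of the study. The families (25) and list members (14) were as many, and the block changed no set call.

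Among the 10 splits of the 6 libraries into 3 and 3, 1 split (the real one) gave as many miRNAs at an adjusted p under 0.05, and the most in any other split was 0. The same held for the thresholds of the study (1 of 10 splits, at most 3 in another), for families (1 of 10, at most 0) and for the list (1 of 10, at most 0). With 10 splits no share under 0.1 is possible. For the length sets, 0 passed in the real split (2 at an unadjusted p under 0.05) and up to 3 in others. Since no split can give fewer than 0, the count of 10 of 10 splits was fixed in advance and says nothing.

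Without a filter on low counts the 21-nt set had a difference in median log2 fold change of 1.14 (camera adjusted p = 0.00224) and the 24-nt set one of -2.01 (3.485e-04), both past the threshold, and the difference of the 20-nt set reversed from -0.04 to 0.30. With fry the differences of 0.45 (21 nt), 0.41 (22 nt) and -0.77 (24 nt) were past it. Without single libraries the difference ranged from 0.45 to 0.62 for 21 nt and from -1.07 to -0.63 for 24 nt. The 21-nt set passed without Nor 2, Ver 2 or Ver 3, and the 24-nt set without Nor 2, Nor 3, Ver 2 or Ver 3. That of 20 nt ranged from -0.128 to 0.073 and changed direction without Ver 2 (0.073) or Ver 3 (0.036). Over the alternatives the adjusted p ranged from 9.255e-04 to 0.541 for 21 nt and from 3.485e-04 to 0.889 for 24 nt. The cause was not tested.

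The difference in share (Ver minus Nor, percentage points) depended on what was counted. With each detected sequence counted once it was -0.0561 for 18 nt, 7.84 for 21 nt, -10.96 for 24 nt and 3.18 for other lengths. Without the 5 sequences most abundant over all rows, not the 5 names described above, it was -10.9, 10.5, -0.614 and 0.946. Without 18-nt sequences ending in CCA it was 1.13 for 21 nt, -0.305 for 24 nt and -0.850 for other lengths. Other lengths differed by -0.0350, less than the spread between libraries, and ranged from -0.166 to 0.0695 without single libraries. The difference of the most abundant sequence was -10.9 and that of the 10 most abundant together 1.04.

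The numbers of group-specific names were 60 for Nor and 22 for Ver when all 3 libraries of the group were required. They ranged from 179 to 272 and from 70 to 125 without single libraries. Drawing each library down to the smallest total gave 224 and 93. With a minimum of 5 reads applied to the listed values after the draw, added after seeing the data, the numbers were 175 and 118. Because a listed 0 may not be 0 reads, the depth limits every statement about absence from a group, and the numbers above (175 and 118 against 226 and 93) show by how much.

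Among the named miRNAs 273 values under other settings, and all values without single libraries, kept their direction and their side of the threshold. Among the values that could be tested, the 1 exception was bna-MIR156b-p3 in limma on log2 of the normalized value plus 0.1. Of the named families, miR394 reversed to 0.62 without its most abundant sequence. The other named families kept their direction without theirs. Their log2 fold changes were then 1.16 (miR398), 1.49 (miR396), 1.68 (miR390 with miR391), 0.60 (miR824), 1.26 (miR168), -1.57 (miR169) and -0.91 (miR160). With only the rows that held miR in the name, miR169 was at -1.96.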

Other observations

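All tests in this part were chosen after the patterns had been seen, and the patterns are hypotheses from the same data. The groups differ in temperature and in time together, so any biological explanation below covers both.

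The fall of 18-nt reads in Ver came almost entirely from sequences that end in CCA. These were 9 of the 48 listed 18-nt sequences and held 98.6% ± 0.163 of the 18-nt reads in Nor and 92.0% ± 0.453 in Ver (SD, n = 3 each). Their share of all reads was 5.98% ± 1.03 in Nor and 1.26% ± 0.166 in Ver, whereas that of other 18-nt sequences was 0.0846% ± 0.00408 and 0.109% ± 0.00850 (SD, n = 3 each). All 7 that passed the filter were lower in Ver at an adjusted p under 0.05 in edgeR, with log2 fold changes from -2.77 to -2.05. The 3 most abundant were osa-miR5077_L-1_1ss5GA (TTCACGTCGGGTTCACCA), ath-miR8175_L-2 (TCCCCGGCAACGGCGCCA) and gma-MIR10423-p3_1ss3AC (CTCTCAATGAAAGCACCA), and the 7 sequences include 3 members of the study list. The rise of the other 18-nt sequences came from gma-miR6300_L-1R+1 (named after its values were seen), without which their share was 0.0724% ± 0.00586 in Nor and 0.0545% ± 0.00518 in Ver (SD, n = 3 each). A bias against the shortest reads is argued against as the whole cause, since the median log2 fold change of the 7 was lower than that of all 16 other 18-nt sequences tested (difference -2.06, permutation p = 0.04). Sequences are not independent replicates in this test. The share of the 18-nt CCA sequences changed by -78.9%, against -24.7% for the others without gma-miR6300_L-1R+1 and 29.0% with it. Of the 16 others 10 were lower in Ver, so a smaller part of the fall stays open to such a bias. This is the third version of the test. The first left out 3 of the 16 by their outcome (difference -2.31), and the second rested on the rise of the 1 sequence. The scaling of the libraries is argued against as well, since the median was -2.31 or lower with 4 scalings. The test of GC content was changed after its result had been seen. Its first version, a quadratic trend on all other sequences, left a median of -1.62 over the 7 sequences with 1 of them above 0, and decided nothing. It was fitted again without 6 longer sequences that share their last 15 nt with the 7, which left -1.65 over all 7. A division at 60% GC was then drawn with these values known. The 3 sequences under 60% kept a median of -2.50, which argues against GC content for these 3 only as far as such a late division allows. For the 4 sequences over 60% GC it was -0.86, and GC content and the group cannot be told apart there, because the trend reaches only to 68.4% GC and 6 unrelated sequences (median log2 fold change 0.21) had a GC content as high.

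A candidate explanation is that these reads are 3′ ends of tRNA, to which CCA is added after transcription, and that some passed the tRNA filter of the authors. Of the 9 sequences, 4 were not mapped to the genome, against 1 of 39 other 18-nt sequences (Fisher's exact p = 0.00294, two-sided), and these 4 held 75.9% to 81.7% of the 18-nt CCA reads of a library. A total of 9 longer listed sequences shared their last 15 nt with one of the tested sequences, and their sum went from 1182 ± 62.4 RPM of the unscaled library total in Nor to 244 ± 27.8 in Ver (SD, n = 3 each). No tRNA sequences were used here, so this stays open, as does the reason for the fall. If the reads are tRNA fragments, the calls for miR5139, miR5054 and miR5072 may not concern miRNAs, and the higher 21-nt share in Ver may largely be the arithmetic of this fall (1.13 percentage points without these sequences).

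Sequences of 24 nt were frequent among those found in Nor only. They made up 122 of 225 sequences specific to Nor and 14 of 91 specific to Ver (Fisher's exact p = 7.275e-11, two-sided). The p-values of this pattern treat sequences as independent replicates, which they are not, since all come from the same 6 libraries. No split of the libraries was tested for it. The excess is argued not to come from depth alone, since at a common level of 8.49 RPM there were 94 of 24 nt and 78 of other lengths specific to Nor, against 24 and 95 specific to Ver (odds ratio 4.74, Fisher's exact p = 3.546e-09), and on the scale of the authors the p was 3.363e-09. The odds ratio ranged from 3.79 to 10.6 without single libraries. Within 4 bins of GC content the exact p was 1.833e-08. Among sequences without the prefix PC the numbers at the common level were 10 of 56 and 3 of 67 (Fisher's exact p = 0.0198). Prediction from genome hairpins is therefore argued not to account for all of it. The sequences matched to miRBase came from the same reads as well. Only 105 of the 557 matched names were identical to a miRBase sequence. A selection from the reads by the authors is therefore not excluded. The test without the prefix PC and the one without single libraries were added after the first tests of this pattern. The share of 24-nt reads differed by -0.228 percentage points (-0.305 without 18-nt sequences ending in CCA), and 77.2% to 86.6% of these reads came from the 10 most abundant of 270 sequences. A hypothesis is that many low-abundance 24-nt small RNAs, possibly siRNA rather than miRNA, were lost or diluted in Ver. The depth of all small RNA in each library was not analysed here, and no test separates this from a difference in how the seeds grew.

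The arms of one hairpin did not always move together. Arms were first paired by the hairpin index of the table, which gave 88 pairs, with 18 of the 48 in which both arms changed going opposite ways. That version was discarded because the index is not unique to a precursor, and arms were paired by coordinates instead. Among 42 hairpins with both arms tested and each arm listed once, both arms changed in 27, and in 5 of these they went in opposite directions. These were bra-miR400, bra-miR403, bna-miR6030, bra-MIR5720 and bra-MIR9563a, named after their values were seen. In bra-MIR5720 the call of the 5p arm was near the threshold (log2 fold change 0.78, edgeR adjusted p = 0.0317). So was that of the 3p arm of bra-MIR9563a, with 25, 5 and 0 reads in Nor and 34, 32 and 23 in Ver (edgeR adjusted p = 0.0304). In bra-miR403 and bna-miR6030 the largest edgeR adjusted p of an arm was 2.579e-04. For bra-miR400 (A09, 25271992 to 25272132, minus strand) the log2 fold change was -0.53 for the 5p arm and 1.89 for the 3p arm (edgeR adjusted p = 3.645e-05 and 3.081e-07). The scaling of the libraries is argued against within the range tried, since 6, 5 and 6 of all 42 hairpins had both arms called in opposite directions with DESeq2 size factors, library totals only and the factors of the authors. This test replaced one on the ratio of arms in the 5 hairpins, whose selection fixed its outcome. The log2 ratio of the arms within a library, which does not depend on library scaling, changed in 25 of the 42 hairpins (limma adjusted p under 0.05), but a changed ratio does not show opposite directions. One of the 25 is gma-MIR6300, whose arm values are shared by several overlapping sequences. Its 2 listed arms also overlap each other (shared run GTATAGTGGTAAGTATT), so they are not separate arms of a hairpin. The counts of 25 and of 42 each include this pair, which is no arm pair. In 1 of the 10 splits of the libraries, the real one, as many hairpins changed, and the most in another split was 0. Reads shared with near-identical sequences are argued against for 4 of the 5, in which neither arm had a listed neighbour, but not for bra-miR400. GC content is argued against, since Spearman's rho of the change on the GC difference of the arms was 0.072 across the 42 hairpins (permutation p = 0.65, Pearson's r 0.016), although the rule for reading this value was set after it was seen, and hairpins are not independent replicates. Of the 5 hairpins, at least 4 stayed opposite with each of these scalings. These values are consistent with a change after transcription, such as in the stability or use of an arm, which was not tested.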
